# Genome wide response to dietary tetradecylthioacetic acid supplementation in the heart of Atlantic Salmon (*Salmo salar* L)

**DOI:** 10.1186/1471-2164-13-180

**Published:** 2012-05-11

**Authors:** Fabian Grammes, Kjell-Arne Rørvik, Magny S Thomassen, Rolf K Berge, Harald Takle

## Abstract

**Background:**

Under-dimensioned hearts causing functional problems are associated with higher mortality rates in intensive Atlantic salmon aquaculture. Previous studies have indicated that tetradecylthioacetic acid (TTA) induces cardiac growth and also stimulates transcription of peroxisome proliferator activated receptors (PPAR) *α*and *β*in the Atlantic salmon heart. Since cardiac and transcriptional responses to feed are of high interest in aquaculture, the objective of this study was to characterize the transcriptional mechanisms induced by TTA in the heart of Atlantic salmon.

**Results:**

Atlantic salmon were kept at sea for 17 weeks. During the first 8 weeks the fish received a TTA supplemented diet. Using microarrays, profound transcriptional effects were observed in the heart at the end of the experiment, 9 weeks after the feeding of TTA stopped. Approximately 90% of the significant genes were expressed higher in the TTA group. Hypergeometric testing revealed the over-representation of 35 gene ontology terms in the TTA fed group. The GO terms were generally categorized into cardiac performance, lipid catabolism, glycolysis and TCA cycle.

**Conclusions:**

Our results indicate that TTA has profound effects on cardiac performance based on results from microarray and qRT-PCR analysis. The gene expression profile favors a scenario of ”physiological”lright hypertrophy recognized by increased oxidative fatty acid metabolism, glycolysis and TCA cycle activity as well as cardiac growth and contractility in the heart ventricle. Increased cardiac efficiency may offer significant benefits in the demanding Aquaculture situations.

## Background

High levels of dietary lipids are used in commercial Atlantic salmon diets to promote rapid growth and as a inexpensive source of energy. These high lipid levels may promote excess lipid deposition in the viscera and the muscle, thereby reducing the market quality of the fish. Thus, tetradecylthioacetic acid (TTA: CH_3_-(CH_2_)_13_-S−CH_2_-COOH) has been tested for aquaculture nutrition, initially to increase lipid catabolism and thereby reducing lipid deposition [1]. However, beneficial effects on cardiac growth and disease resistance have also been addressed.

TTA is a modified fatty acid (FA) that possesses a sulfur atom in the *β*position. Like a normal FA, TTA can be converted to co-enzyme A thioester, but further catabolism by *β*-oxidation does not occur. This lack of metabolism is likely to determine the biological effects of TTA. Biological effects of TTA have been the focus of extensive research in rodents and also in humans. The most important findings from these experiments are that TTA increases the mitochondrial and peroxisomal *β*-oxidation and possesses hypolipidemic effects. In addition, TTA acts as an antioxidant *in vivo* and can modulate the inflammatory response (reviewed in [2]). Cell culture experiments demonstrated that TTA can act as a ligand for all Peroxisome proliferator activated receptors (PPARs) [3,4], which are ligand-activated transcription factors. Upon ligand activation PPARs heterodimerizes with retinoic-x-acid receptor (RXR) and have been shown to regulate the expression of genes involved in fatty acid metabolism, cell differentiation, development and inflammation (reviewed in [5]). Arguably most of the biological effects of TTA are mediated through activation of PPARs.

Studies addressing the biological effects of TTA in Atlantic salmon have demonstrated that TTA increases *β*-oxidation in the liver [1] and white muscle [6]. Furthermore, TTA reduces the secretion of triacylglycerides from Atlantic salmon hepatocytes *in vitro*[7] and has been shown to increase the expression of genes associated with fat metabolism in the liver and the heart ventricle [1,8]. Previous results also suggested that TTA stimulates the transcription of PPAR*α*and *β* in the heart [8,9], thus indicating that TTA affects the metabolism in Atlantic salmon through activation of PPARs, similar to the mechanism known from rodents. Interestingly, this activation of PPARs may have been related to increased survival after a natural outbreak of a heart related viral disease in Atlantic salmon [8,9]. In mammals, cardiac activation of PPARs has yielded substantial attention due to the fact that PPARs have been proven to be major regulators of cardiac metabolism [10-13]. In addition, PPAR agonists have been reported to exert beneficial effects by attenuating the pathogenesis of heart failure and atherosclerosis [14,15].

Poor development of the outer muscle layer, atherosclerosis and metabolic dysfunction have been related to under-dimensioned hearts and reduced cardiac function in Atlantic salmon aquaculture, consequently resulting in increased mortality [16]. Therefore, methods to improve cardiac metabolism and performance in fish are needed; something which has been sparsely studied. It appears that, similar to the mammalian heart, the oxidative cardiac metabolism in fish depends on the metabolism of fatty acids and glucose [17].

This study aims to characterize the cardiac transcriptional response of Atlantic salmon to a TTA supplemented diet. A feeding trial was conducted in sea, feeding a control and TTA supplemented diet during the first 8 weeks and only control diet for the subsequent 9 weeks of the experiment. Fish were sampled both at the end of the TTA feeding period (*8.weeks*) and at the end of the experiment (*17.weeks*). Our results show that administration of TTA to Atlantic salmon resulted in a marked change of cardiac gene expression. The expression profile suggests that TTA induces cardiac fatty acid oxidation, glycolysis, TCA cycle and contractility as well as cardiac growth.

## Results

### Production data

Atlantic salmon that were fed with 0.25% TTA had significantly lower fat content in the muscle at the *8.weeks* sampling point, and showed a tendency for increased mean relative heart weight (Table 1). No significant effect of TTA on fish weight was detected. During the experiment none of the dietary groups showed higher mortality than the control group. In the heart ventricles, 120.2 *μgTTA*/*gTissue*was detected at the *8.weeks* sampling point in the TTA group, while 1.2 *μgTTA*/*gTissue* was detected in the control group. Based on the TTA measurements of a group fed a higher (0.5% w/w) TTA diet from the same trial, we can assume that the TTA levels in the heart ventricles at the *17.weeks* sampling point were no different to the control group (see Additional file 1: Table S1).

**Table 1:** Effect of TTA on Atlantic salmon production parameters

	**Start sampling**	***8.weeks***		***17.weeks***	
		**Control**	**0.25% TTA**	**Control**	**0.25% TTA**
Weight[g]	102 ± 5	166 ±1	165 ±1	438 ±4	440 ±2
CF^1^	1.2 ± 0.1	1.1 ±0.1	1.1 ± 0.1	1.2 ± 0.1	1.2 ± 0.1
LI^2^	0.82 ±0.05	1.00 ±0.02	1.07 ±0.07	1.43 ±0.04	1.41 ± 0.04
CSI^3^	0.074 ±0.002	0.092 ±0.001	0.094 ±0.001	0.101±0.002	0.103 ± 0.002
Mortality[%]		0.74 ± 0.18	0.41 ± 0.27	2 ± 0.23	2 ± 0.21
Muscle fat content^4^[%]		4.2^*a*^±0.1	3.9^*b*^±0.1	6.5±0.4	6.8±0.1

Values within the same row with different subscripts are significantly different (*p*≤ 0.05, t-test). Mean ± SEM, the statistical unit is the mean of the net pen (*n* = 3). 19 fish were used to calculate the net pen mean.

^1^Condition factor (CF) = $\frac{1000\times \text{weight}[g]}{\text{length}{\left[g\right]}^{3}}$.

^2^Liver index (LI) = $\frac{\text{liver}-\text{weight}[g]}{\mathrm{weight}[g]}\times$ 100.

^3^Cardio somatic index (CSI) = $\frac{\text{heart}-\text{weight}[g]}{\text{weight}[g]}\times$ 100.

^4^Muscle samples (NQC: Norwegian quality cut) from 10 fish/cage were pooled to analyse the muscle fat content.

### Microarray analysis

RNA cardiac samples from six individual fish from each dietary group and sampling point were used in the microarray analysis, utilizing the Atlantic salmon SIQ2 microarray [18] in a one-color setup, resulting in a total of 24 arrays. 

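The deposited scanner files hold, for each of the 24 arrays, the background-corrected intensity (gProcessedSignal) of the duplicate spots of 21012 probes, and the flags that the Feature Extraction software set on each spot. Each array held the heart ventricle RNA of 1 fish, labelled with Cy3. TTA made up 0.25% of the feed for 8 weeks, and the fish sampled at 17.weeks had then been without TTA for 9 weeks. The files name Feature Extraction version 10.5.1.1 for the 12 arrays of 8.weeks and a later version for the 12 arrays of 17.weeks. The arrays of the sampling points were also of different array designs and were scanned on different days by the headers of the scanner files, so that sampling point and array batch cannot be told apart. Within a sampling point, each of 3 slides carried 2 TTA and 2 control arrays. At 17.weeks, all TTA arrays lay at positions 2 and 4 of their slides and all control arrays at positions 1 and 3. At 8.weeks, arrays of both diets lay at odd and at even positions. The deposited tables place control replicate 6 of 8.weeks with the arrays of 17.weeks, while the header of its scanner file gives the array design and software version of 8.weeks. The deposited normalized values are log2 values that the authors quantile-normalized across all arrays.
The signal differed between the control arrays of 17.weeks. Spots that failed a flag were set to missing. Of the 13166 probes classified as present, 1541 were missing on control replicate 1, 1648 on control replicate 4 and 1758 on control replicate 5 of 17.weeks, against at most 190 on any other array. Before normalization, the median log2 signal of the present probes was between 6.58 and 7.45 on these 3 arrays and between 7.80 and 9.06 on the other arrays of 17.weeks. The spike-in control spots on these 3 arrays had a mean log2 signal between 11.38 and 11.53, against 10.79 to 11.38 on the other arrays of 17.weeks. The number of arrays, 6 per group, limits the precision of every comparison.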

After normalization and filtering, 13166 probes (63%) were classified as present. 

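The filter was run again from the scanner files. A spot was kept where gIsPosAndSignif and gIsWellAboveBG were set, the mean of the kept duplicate spots was taken, control spots were removed, and a probe was present when it had no more than 3 missing values over the 24 arrays. The flag gIsFound is in the files of 8.weeks but not in those of 17.weeks and was not used. This left 13166 of 21012 probes (62.7%). After quantile normalization and log2 transformation, their values differed from the authors' deposited values by at most 5e-07. Using gIsWellAboveBG alone gave the same number of probes, and using gIsPosAndSignif alone gave 16362, the largest change among the alternatives.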

To obtain a global overview of the general structure of the dataset we applied correspondence analysis (CA) as an explorative technique [19]. The first 2 components of the CA are displayed, together explaining 67% of the total inertia of the different samples (Figure 1). 

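Correspondence analysis was run on the log2 values of the 10488 probes without a missing value. The first component carried 39.99% and the second 27.13% of the inertia, 67.12% together, and the next component 6.48%. With each array left out in turn, the first 2 components carried between 65.2% and 69.7%. The share was 48.9% when all 21012 probes were used without the flag filter, the alternative that changed it most.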

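On the first component, with scores multiplied by 1000, the arrays of 8.weeks lay between -45.9 and -36.9 and those of 17.weeks between -4.26 and 73.6, so the ranges did not overlap. The sampling points also differ in array design and software version, and the spike-in control spots had a mean log2 signal of 10.19 at 8.weeks and 11.21 at 17.weeks.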

The analysis shows a clear distinction between the two sampling points at *8.weeks* and *17.weeks*. It further shows a relatively dense cluster at the *8.weeks* point with minor separation between samples from the TTA and control group. 

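At 8.weeks, the mean distance between arrays on the first 2 components, in the same units, was 11.4 within the TTA group, 7.52 within the control group and 9.32 between an array of one group and an array of the other. The centroids of the groups were 4.89 apart. An exact permutation test over all 462 splits of the 12 arrays into groups of 6 gave p = 0.314 for this distance.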

Even though it was impossible to draw a straight line to separate between the TTA and control samples at the *17.weeks* sampling point, we observed a clear tendency of separation.

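At 17.weeks, the mean distance between arrays was 38.7 within the TTA group and 87.0 within the control group, and 84.1 between an array of one group and an array of the other. The centroids were 64.4 apart, with p = 0.0498 in the exact permutation test over all 462 splits. This test takes the 6 fish of a group as independent, although the paper took 2 fish from each of 3 net-pens, so its p can be too small. On the second component, whose sign is arbitrary, the 6 TTA arrays lay between -42.6 and -5.07. Control replicates 2 and 3, both on 1 slide, lay at -37.9 and -34.4, within the range of the TTA arrays. Control replicates 1, 4, 5 and 6 lay at 89.9, 66.6, 110 and 33.5.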

**Figure 1:**
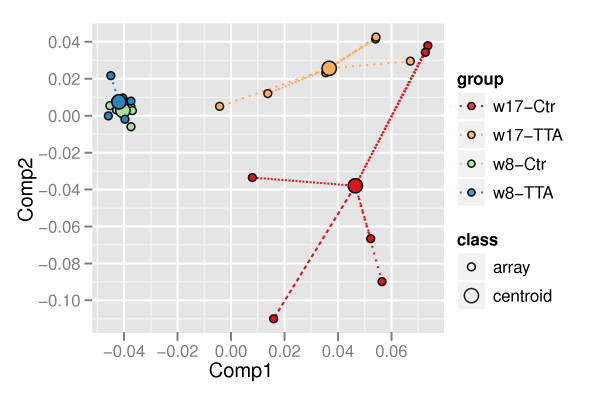
**Correspondence Analysis (CA).** CA of arrays from the two dietary groups for both sampling points (*8.weeks* and *17.weeks*), *n* = 6.

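All 24 arrays entered a single limma model with 4 groups, so that the sampling points shared an estimate of the spread for each probe. The spread was not alike in the groups. The median within-group SD over the present probes was 0.22 for TTA and 0.24 for control at 8.weeks, and 0.32 for TTA and 0.50 for control at 17.weeks (n = 6 each). The model was tested on simulated arrays, in which each probe had its mean and its pooled spread on the real arrays in every group and 200 probes were changed by a log2FC of 1.5. It recovered 82.3% of them at 8.weeks and 84.9% at 17.weeks, and 3.74% of the calls were false at each sampling point. The simulated noise was independent between probes, alike in all groups and without shifts of whole arrays. These shares therefore test the fit and do not give the false share on the real arrays.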

To identify differentially expressed (DE) probes in the data set we used moderated *t*-statistics [20], comparing samples from TTA to control fed Atlantic salmon for each sampling point.

### Sampling point: *8.weeks*, end of TTA feeding

At the *8.weeks* sampling point, five genes were found to be DE between the TTA and the control fed group (Figure 2). 

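With Benjamini-Hochberg adjustment over all 13166 present probes and both contrasts together, 5 probes reached an adjusted p of 0.05 or less and an absolute log2FC of at least 0.5 at 8.weeks, of which 4 were higher and 1 was lower in the TTA fed group. A sixth probe, with an adjusted p of 0.0469, had a log2FC of -0.39 and was below the fold-change threshold. Over the present probes, 126 (0.957%) had an unadjusted p under 0.05. The unadjusted p values of the 5 probes lay between 0.00111 and 0.00204, and their adjusted p depended on the calls at 17.weeks. Adjusted within the 8.weeks contrast alone, no probe passed and the adjusted p of all 5 was 1. No probe passed either when the arrays of 8.weeks were normalized and modelled apart from those of 17.weeks, where 542 probes had an unadjusted p under 0.05. The largest number, 156 probes, was reached when limma's array weights were used. With each array left out in turn, the number was between 0 and 10, and it was 0 without TTA replicate 4 of 8.weeks and without several single arrays of 17.weeks.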

The genes were: *Ephrin-b2*, *arf gtpase-activating protein* (*git2*), *f-box only protein 11* (*fbx11*), *angiopoietin-related protein 4* (*ANGPTL4*) and *sodium- and chloride-dependent creatine transporter 1* (*sc6a8*). 

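For git2, the probe labelled in Fig. 2 had a log2 signal of 6.09 ± 0.30 (SD, n = 6) in the TTA fed group and 5.23 ± 0.55 (SD, n = 6) in the control group, a log2FC of 0.86 (standard error 0.23, adjusted p = 0.0346). ANGPTL4 had a signal of 10.13 ± 0.61 and 9.29 ± 0.49, a log2FC of 0.84 (standard error 0.24, adjusted p = 0.0413). It was higher by 1.77 and 0.82 on 2 of the slides and lower on the other, where TTA minus control was -0.07. For sc6a8 the log2FC was 0.81 (adjusted p = 0.0441), and for fbx11 it was 0.56 (adjusted p = 0.0406). In each of these 4 genes, 6 of 6 TTA arrays were above the mean of the control arrays. Adjusted over the list alone, all 5 genes named at 8.weeks passed, which is not independent evidence, since the list was chosen on these arrays. At 17.weeks the same probes had a log2FC of 1.09 for git2 (adjusted p = 0.0254), 0.60 for ANGPTL4 (adjusted p = 0.154), -0.29 for sc6a8 (adjusted p = 0.707) and 0.12 for fbx11 (adjusted p = 0.948). The difference between the sampling points did not pass for any of them, with an adjusted p of the interaction of 0.766, 0.777, 0.261 and 0.314. Scaled to the 75th percentile, fbx11 and sc6a8 had an adjusted p of 0.0567 and 0.0636, and neither was called with cyclic loess (adjusted p = 0.0608 and 0.0813). With the replicate number as a block, sc6a8 was not called either (adjusted p = 0.0667). Of the 42 alternative settings, the call was kept in 23 for git2, 22 for ANGPTL4, 15 for fbx11 and 13 for sc6a8.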

*Ephrin-b2* was the only gene found to be down-regulated in the TTA fed group.

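The Efnb2 probe had a log2 signal of 5.59 ± 0.49 (SD, n = 6) in the TTA fed group and 6.31 ± 0.33 (SD, n = 6) in the control group, a log2FC of -0.72 (standard error 0.20, adjusted p = 0.041). It was lower on 5 of the 6 TTA arrays than the mean of the control arrays, and lower on each of the 3 slides. It was not called under the replicate number as a block (adjusted p = 0.0551), under scaling to the 75th percentile (adjusted p = 0.0741) or with cyclic loess (adjusted p = 0.0975), and kept its call in 13 of 42 alternative settings. At 17.weeks its log2FC was -0.55 (adjusted p = 0.122).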

**Figure 2:**
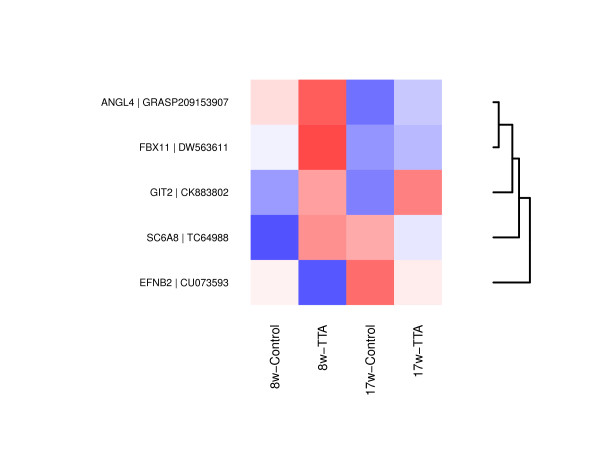
**Heatmaps of genes DE at *8.weeks*.** Columns display the mean log_2_ signal of the biological replicates (*n* = 6), rows display the genes (probe sets) showing DE. Rows were scaled and ordered by hierarchical clustering using euclidean distances (indicated by the dendrogram).

*Ephrin-b2* (*Efnb2*) in mammals has been reported to be highly expressed in the heart and serves also as a marker for angiogenesis [21]. The protein GIT-2 participates in pleiotropic cellular processes like cell migration and T-cell activation; however, a function affecting the structure of the cytoskeleton [22] may be relevant in our study. Cardiomyocytes rely solely on the creatine transporter sc6a8 for the uptake of creatine from the plasma. Over-expression of the creatinfabe transporter in mice has been reported to correlate with the myocardial creatine content, but also to be associated with cardiac hypertrophy [23]. Angiopoietin-related protein 4 possesses a role in regulating angiogenesis and is also known as a target gene for PPARs and acts as an important stimulator of lipid metabolism [24].

### Sampling point: *17.weeks*, 9 weeks post TTA feeding

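At 17.weeks, 1379 of the 13166 present probes were DE by the thresholds above, 1231 higher and 148 lower in the TTA fed group. Probes without an annotation were not removed, because the annotation is not in the files. Over the present probes, 4321 (32.8%) had an unadjusted p under 0.05. The adjusted p of the DE probes was narrowly spread, with a smallest value of 0.0234 and a median of 0.0324. No probe passed for a diet by time interaction, although 2190 had an unadjusted p under 0.05 for it in the same limma model, so a difference between the sampling points in the effect of TTA was not shown in that model. With limma's array weights, 4262 probes passed for the interaction. These weights were 0.144, 0.138 and 0.22 for control replicates 2, 3 and 6 of 17.weeks, so that these arrays counted little, against 0.784, 2.14 and 0.437 for control replicates 1, 4 and 5.
The number of DE probes depended on single arrays. It was 0 without control replicate 1, 4 or 5 or TTA replicate 3 of 17.weeks, 5 without TTA replicate 2, 13 without TTA replicate 6, 369 without TTA replicate 5 and 430 without TTA replicate 4. It rose to 2990 without control replicate 2 and to 2806 without control replicate 3. Without any 1 array of 8.weeks it stayed between 1069 and 1167. When the arrays of 17.weeks were normalized and modelled apart from those of 8.weeks, no probe passed, and 2949 had an unadjusted p under 0.05. Under the same weights, the alternative that moved the number most upwards, 4410 probes were DE.

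**Figure D1:**
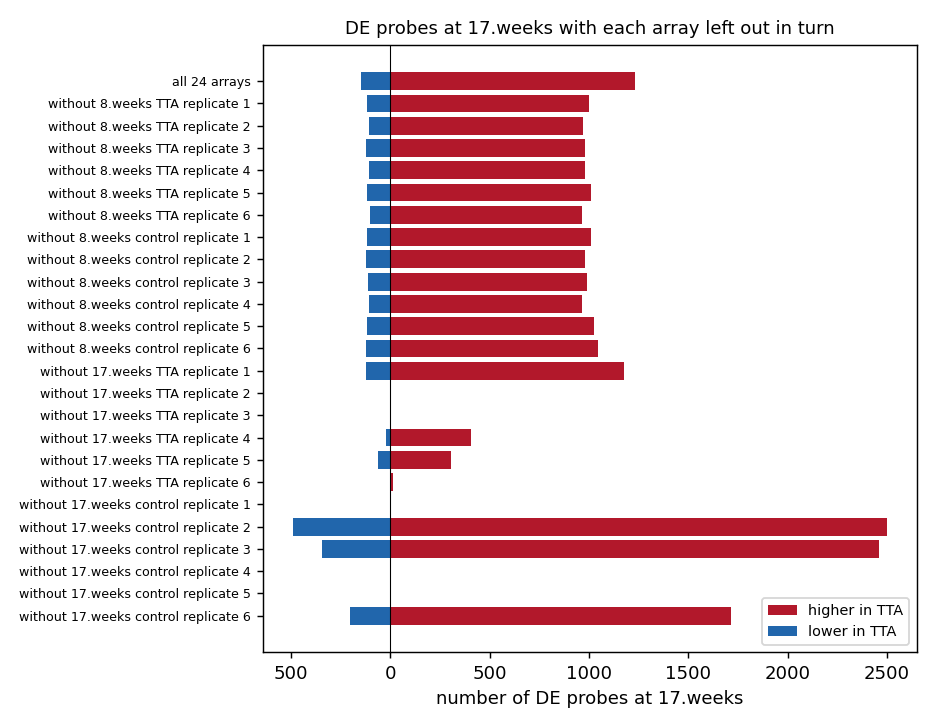
Number of DE probes at 17.weeks with all 24 arrays and with each array left out in turn, drawn to the right of 0 for probes higher and to the left for probes lower in the TTA fed group. With all arrays the bars reach 1231 and 148, and they are empty without control replicate 1, 4 or 5 or TTA replicate 3 of 17.weeks.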

1198 probes (930 genes) were found to be DE between the TTA and the control fed group at the *17.weeks* sampling point. In order to facilitate a functional interpretation of the vast number of DE genes, we tested them for enrichment (over-representation) of GO terms from the category “biological process” [25], using conditional hypergeometric testing [26]. To ensure that one gene was represented by a maximum of one probe [26], probes matching the same gene were collapsed prior to hypergeometric testing. This step reduced the total number of probes in the data set from 11143 to 7659 probes and the number of DE probes from 1198 to 930 probes (930 genes). 

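The files pair no probe with a gene, and none of the 21012 probe identifiers matched one of the 65341 genes of the Ssal_v3.1 reference list, so probes were not collapsed to genes. The probes with the largest log2FC among those whose 6 TTA arrays all lay on 1 side of the control mean have no name in the files. Ssa#S31964128 was higher in the TTA fed group, 9.19 ± 0.42 (SD, n = 6) against 6.66 ± 2.01, and Omy#S15319368 likewise, 9.30 ± 0.51 against 6.84 ± 1.86. Ssa#TC112192 was lower, 7.18 ± 1.10 against 11.39 ± 3.76, and Ssa#EG881366 likewise, 6.74 ± 0.78 against 10.82 ± 3.44. On control replicates 2 and 3, Ssa#TC112192 had a signal of 6.53 and 6.89, within the 5.68 to 8.56 of the TTA arrays, and on the other control arrays it was between 12.45 and 15.25. On the arrays of 8.weeks, the same probe ranged from 10.89 to 14.67.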

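Among the 1379 DE probes at 17.weeks, 89.3% were higher in the TTA fed group (exact binomial 95% confidence interval 87.5% to 90.9%, for which the probes are taken as independent). The share depended on the normalization. When the arrays were scaled to the 75th percentile of their log2 signal, 791 probes were higher and 506 lower (61.0% higher), and with cyclic loess 836 were higher and 588 lower (58.7%). The median log2FC of all present probes was 0.13 after quantile normalization, -0.15 after scaling to the 75th percentile and -0.07 after cyclic loess, so directions near 0 are relative to that shift. Of the DE probes, 929 were called in the same direction under scaling and 959 under cyclic loess.
The difference was compared within each slide of 17.weeks. For the 1231 higher probes, the median of TTA minus control was 0.97 on the slide with control replicates 4 and 6, 2.03 on the slide with control replicates 1 and 5, and 0.30 on the slide with control replicates 2 and 3. On the last of these, 86.2% of the DE probes had the direction of the whole comparison. The probes were called on these same arrays, so their direction and size within a slide or group are partly fixed by that choice; over all present probes, the median difference was 0.18, 0.24 and 0.025 on these slides. The higher probes had a median within-group SD of 0.28 in the TTA fed group and 0.89 in the control group. From 8.weeks to 17.weeks their median change was -1.12 in the control group and -0.07 in the TTA fed group, and this change cannot be separated from the change of array design and software.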

From these 930 genes, 90% showed higher gene expression in the samples from TTA fed fish.

Conditional hypergeometric testing revealed significant over-representation of 36 GO terms. To simplify interpretation, significant GO terms were grouped into five categories according to their function in the heart (Table 2). The grouping was further supported by a strong gene overlap between the different GO terms within the categories (Additional file 2: Figure S1 and Additional file 3: Table S2 ). Overall, the results from the enrichment analysis suggests an increased capacity of heart ventricles from TTA fed Atlantic salmon to catabolize lipids and glycogen. Further, an increased capacity for cardiac contractility and cardiac tissue morphogenesis is indicated.

**Table 2:** **Gene Ontology enrichment analysis for sampling point *17.weeks***

**GOID**	***p*-value**	**Count**^**1**^	**Size**^**2**^	**Gene ontology term**
**Fat metabolism**				
GO:0046395	5.33e-04	24	96	carboxylic acid catabolic process
GO:0034440	5.69e-03	13	49	lipid oxidation
GO:0044242	8.41e-03	19	86	cellular lipid catabolic process
**Heart performance**				
GO:0006936	1.56e-03	37	182	muscle contraction
GO:0008015	5.56e-03	38	202	blood circulation
GO:0003015	6.45e-03	22	102	heart process
GO:0008016	7.18e-03	17	73	regulation of heart contraction
GO:0055008	8.94e-03	12	46	cardiac muscle tissue morphogenesis
**Citrate cycle (TCA)**				
GO:0009109	1.87e-07	15	28	co-enzyme catabolic process
GO:0006084	2.12e-07	18	39	acetyl-CoA metabolic process
GO:0006099	2.32e-07	14	25	tricarboxylic acid cycle
GO:0006091	9.39e-05	46	214	generation of precursor metabolites and energy
GO:0045333	3.49e-04	23	88	cellular respiration
GO:0044248	1.34e-03	36	180	cellular catabolic process
**carbohydrate metabolism**				
GO:0006112	6.21e-04	16	54	energy reserve metabolic process
GO:0016052	1.17e-03	19	73	carbohydrate catabolic process
GO:0006073	1.27e-03	14	47	cellular glucan metabolic process
GO:0046164	1.77e-03	16	59	alcohol catabolic process
GO:0019320	2.97e-03	14	51	hexose catabolic process
GO:0006096	3.26e-03	12	41	glycolysis
**Other**				
GO:0007338	1.27e-03	14	47	single fertilization
GO:0001824	1.59e-03	12	38	blastocyst development
GO:0051246	2.00e-03	86	514	regulation of protein metabolic process
GO:0010171	2.83e-03	20	84	body morphogenesis
GO:0055114	3.60e-03	40	210	oxidation reduction
GO:0007050	3.67e-03	19	80	cell cycle arrest
GO:0043009	5.00e-03	48	267	chordate embryonic development
GO:0001822	5.64e-03	19	83	kidney development
GO:0040010	6.35e-03	33	171	positive regulation of growth rate
GO:0009790	7.54e-03	124	815	embryo development
GO:0001655	8.41e-03	19	86	urogenital system development
GO:0070585	8.44e-03	10	35	protein localization in mitochondrion
GO:0044265	8.45e-03	66	399	cellular macromolecule catabolic process
GO:0007018	9.35e-03	16	69	microtubule-based movement
GO:0006839	9.35e-03	16	69	mitochondrial transport
GO:0006402	9.66e-03	13	52	mRNA catabolic process

^1^Number of times the GO term is represented in the list of DE genes, only GO terms having ≥ 10 genes were considered.

^2^Number of times the GO term is represented in the filtered list of genes on the array.

#### Heart performance

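MYH6 (probe Ssa#DW180424 in Fig. 3) had a log2 signal of 16.81 ± 0.35 (SD, n = 6) in the TTA fed group and 14.65 ± 1.92 (SD, n = 6) in the control group at 17.weeks, a log2FC of 2.16 (standard error 0.54, adjusted p = 0.0285). The control arrays fell apart, with 12.34, 13.51 and 12.95 on replicates 1, 4 and 5 and 16.30 to 16.51 on replicates 2, 3 and 6. MYBPC3 was higher by 2.18 (standard error 0.42, adjusted p = 0.0254) and ACTA1 by 1.76 (standard error 0.38, adjusted p = 0.0254). The log2FC of MYL9, TNNT2, Myom1 and ACTA2 lay between 0.78 for MYL9 and 1.17 for TNNT2, with adjusted p from 0.0254 to 0.0389. In TNNT2, 5 of 6 TTA arrays were above the control mean, and in each of the other genes 6 of 6. Control replicates 2 and 3 were above that mean too in each of the 7 genes, so these counts say little about the diet. The median difference over these 7 genes was 2.41 on the slide with control replicates 1 and 5 and 0.69 on the slide with control replicates 2 and 3, where MYL9 was lower in the TTA fed group (-0.09). Without control replicates 1, 4 and 5, a comparison chosen after the values were seen, the log2FC was 0.43 for MYH6, 0.21 for MYL9 and 0.96 for MYBPC3, and no probe was DE. Leaving out control replicate 1 alone left MYH6 at 1.69 and uncalled. MYL9, ACTA2 and TNNT2 were not called under scaling to the 75th percentile, with a log2FC of 0.28, 0.23 and 0.68. Over 42 alternative settings, the call was kept in 27 for MYL9, 29 for ACTA2 and 28 for TNNT2. On no array were both spots of any of these probes flagged as saturated. A single saturated spot was not looked for.

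**Figure D2:**
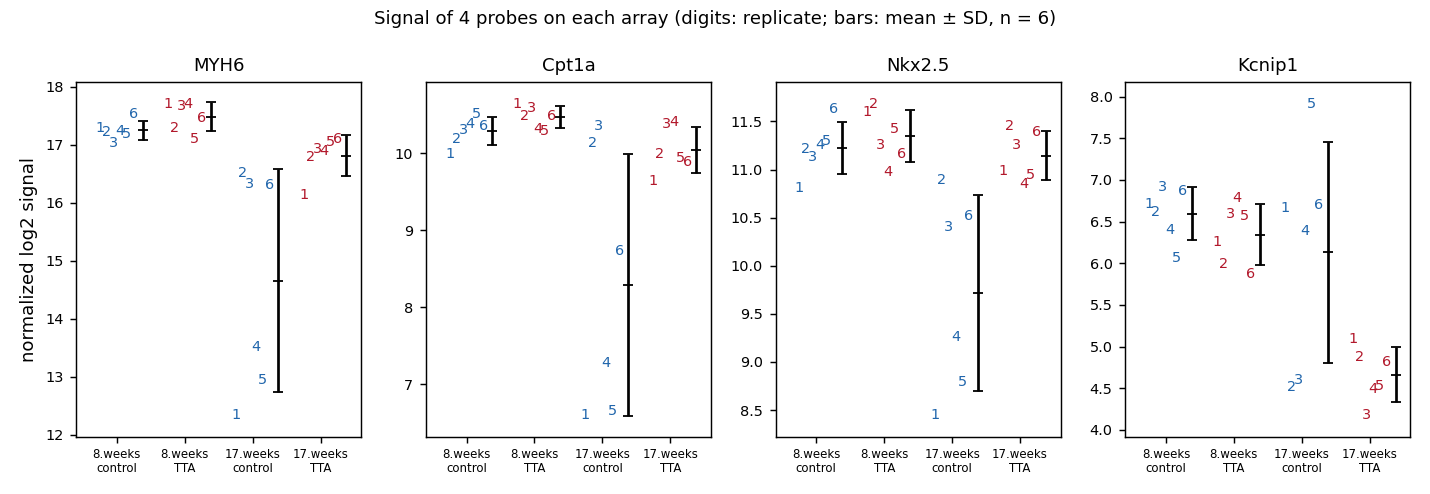
Normalized log2 signal of the MYH6, Cpt1a, Nkx2.5 and Kcnip1 probes on each array, in control (blue) and TTA (red) fed fish at 8.weeks and 17.weeks. Digits are the replicate numbers and bars the mean ± SD (n = 6); in the 17.weeks control group, MYH6 reads 12.34, 13.51 and 12.95 on replicates 1, 4 and 5 and at least 16.30 on the others.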

The group fed TTA showed an up-regulation in the expression of genes encoding contractile proteins like myosin heavy chain 6 (MYH6), myosin light chain (MYL9), cardiac myosin binding protein (MYBPC3), cardiac troponin (TNNT2), myomesin-1 (Myom1) and actin (ACTA1, ACTA2).

Moreover, the same group showed increased expression of the cardiac homeodomain factor *Nkx2.5* and the iroquois-related homeobox factors 3 and 5 (*irx3*, *irx5*). 

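Nkx2.5 had a log2 signal of 11.15 ± 0.25 (SD, n = 6) in the TTA fed group and 9.72 ± 1.02 (SD, n = 6) in the control group, a log2FC of 1.43 (standard error 0.31, adjusted p = 0.0254). The log2FC was 1.28 for irx3 (adjusted p = 0.0376) and 1.75 for irx5 (adjusted p = 0.0339), and 6 of 6 TTA arrays were above the control mean in each of the 3 genes. Control replicates 2, 3 and 6 were above it too in each of them. On the slide with control replicates 2 and 3, the differences were 0.25 for Nkx2.5, 0.14 for irx3 and 0.10 for irx5, against 2.73, 2.60 and 3.52 on the slide with control replicates 1 and 5. With 1 array left out, Nkx2.5 stayed between 1.17 and 1.66 but lost its call in 6 of the 24 cases.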

Nkx2.5 and the iroquois transcription factors have been reported to control cardiac morphogenesis and growth [27,28]. Furthermore, we observed increased expression of *FK506 binding protein 1A and 1B* (*FKBP1A*, *FKBP1B*) and *N*^*a* + ^/^*K* + ^*-transporting ATPase subunitα3* (*ATP2A2*), encoding an ion-pump responsible for establishing and maintaining the electrochemical gradients at the plasma membrane of the cardiomyocyte. 

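FKBP1A was higher in the TTA fed group by a log2FC of 1.07 (standard error 0.26, adjusted p = 0.0268) and FKBP1B by 1.12 (standard error 0.25, adjusted p = 0.0254). For the Na+/K+-transporting ATPase subunit, Fig. 3 carries the label AT1A3, and its probe had a log2 signal of 6.73 ± 0.24 (SD, n = 6) against 6.07 ± 0.49 (SD, n = 6), a log2FC of 0.66 (adjusted p = 0.0328). All 6 TTA arrays were above the control mean for each of these probes. Control replicates 2, 3 and 6 were above it too for FKBP1A and FKBP1B, and control replicates 2, 5 and 6 for AT1A3. The call of AT1A3 was lost with cyclic loess, where its log2FC was 0.28 (adjusted p = 0.428), and among the probes present on all 24 arrays, where it was 0.43 (adjusted p = 0.111), and it was kept in 24 of 42 alternative settings.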

Decreased amounts of this transporter were found in biopsies from humans suffering heart failure [29]. FKBP1A and B are known to interact with intracellular calcium-release channels. In cardiomyocytes FKBP1B is a binding partner for the major Ca^2 + ^release channel ryanodine receptor 2 (RyR2). RyR2 is required for the Ca^2 + ^-induced Ca^2 + ^ release from the sacroplasmatic reticulum (SR) causing activation of the contractile proteins. Binding of FKBP1B to RyR2 results in channel closure. Mice deficient for FKBP1B showed no divergence in the normal cardiac phenotype under normal conditions but showed exercise-induced arrhythmias [30]. In relation to Ca^2 + ^ signaling, we also found the Na^ + ^/Ca^2 + ^exchanger *SLC8A1* to be up-regulated. 

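SLC8A1 had the smallest adjusted p of the named genes, 0.0234, with a log2 signal of 8.50 ± 0.35 (SD, n = 6) in the TTA fed group and 7.02 ± 0.54 (SD, n = 6) in the control group and a log2FC of 1.49 (standard error 0.23). It was higher on each of the 3 slides, by 0.94, 2.35 and 1.17. Leaving out 1 array at a time kept the log2FC between 1.31 and 1.61, and the call was lost in 4 of the 24 cases. Without control replicates 1, 4 and 5, it was 1.06 (standard error 0.23, adjusted p = 0.56). The adjusted p of its interaction with the sampling point was 0.261.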

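The ATP2A2 probe (Ssa#TC111867) had a log2 signal of 10.19 ± 0.71 (SD, n = 6) in the TTA fed group and 8.08 ± 1.72 (SD, n = 6) in the control group, a log2FC of 2.11 (standard error 0.51, adjusted p = 0.027). Its signal was 6.55, 6.97 and 6.32 on control replicates 1, 4 and 5, and 10.18 and 9.97 on control replicates 2 and 3.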

We also found an increased expression of the SR Ca^2 + ^ ATPase 2 (*ATP2A2* also known as *SERCA2*), encoding an SR calcium pump that is a key component of the cardiac excitation-contraction mechanism [31].

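The Kcnip1 probe had a log2 signal of 4.66 ± 0.33 (SD, n = 6) in the TTA fed group and 6.13 ± 1.33 (SD, n = 6) in the control group at 17.weeks, a log2FC of -1.47 (standard error 0.40, adjusted p = 0.0353), and it was lower on 6 of 6 TTA arrays than the control mean. Control replicates 2 and 3 read 4.52 and 4.60, and the difference on their slide was -0.05. At 8.weeks the log2FC was -0.25 (adjusted p = 0.969).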

The *Kv channel interacting protein 1* (*Kcnip1*) was found to be down-regulated. The protein Kcnip1 is an integral part of the multimeric Kv4 channel complex, and important for modulating the K-flux across this channel by causing a shortening of the cardiac action potential [32]. Prolongation of the cardiac action potential on the other hand, potentially caused by decreased Kcnip1 expression, is associated to cardiac hypertrophy [33].

In summary, the results suggest an increased cardiac hypertrophy together with increased potential for cardiac contractility, as indicated by the higher transcription of the various ion channels/pumps and contractile proteins.

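Over the 16 probes of contractile, transcription factor and ion transport genes given above, all were DE with all 24 arrays, 15 higher and 1 lower in the TTA fed group. The study chose these genes on the same arrays, so this count is not independent evidence. None was DE without control replicates 1, 4 and 5 of 17.weeks. From the higher transcription of ion channels, pumps and contractile proteins, the paper proposes increased hypertrophy together with an increased potential for contractility.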

#### Fat metabolism

Nearly all of the genes in this group were up-regulated (Figure 3). 

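HADHA was higher in the TTA fed group by a log2FC of 2.14 (standard error 0.53, adjusted p = 0.0287), with a log2 signal of 11.95 ± 0.60 (SD, n = 6) against 9.80 ± 1.84 (SD, n = 6). Cpt1a had a signal of 10.04 ± 0.30 against 8.29 ± 1.70, a log2FC of 1.75 (standard error 0.47, adjusted p = 0.0352). On control replicates 1, 4 and 5 the Cpt1a probe read 6.60, 7.27 and 6.65, on replicate 6 it read 8.73, and on replicates 2 and 3 it read 10.14 and 10.35, above the mean of the TTA arrays. The log2FC was 1.18 for ACADS, 1.83 for ACADV, 1.66 for ACADSB and 1.42 for Hsd17b4, with adjusted p from 0.0254 to 0.0314. Lpl had the smallest log2FC, 0.84 (adjusted p = 0.0396), and was not called under scaling to the 75th percentile (0.55, adjusted p = 0.133) or cyclic loess (0.45, adjusted p = 0.257), and in 25 of 42 alternative settings it kept its call. In each of the 7 genes, 6 of 6 TTA arrays were above the control mean. Control replicates 2, 3 and 6 were above it too in each of them, so the count says little about the diet. Without control replicates 1, 4 and 5, Cpt1a had a log2FC of 0.30 and HADHA one of 0.53, and neither was called.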

We found up-regulation of the mitochondrial trifunctional protein *HADHA*, the mitochondrial fatty acid transporter carnitine palmitoyltransferase (*Cpt1a*), *lipoprotein lipase* (*Lpl*), the mitochondrial acyl-CoA dehydrogenases (*ACADS*, *ACADV * and *ACADSB*) and of *peroxisomal multi-functional enzyme type 2* (*Hsd17b4*). We also observed an up-regulation of *malonyl-CoA decarboxylase* (*MLYCD*). 

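MLYCD had a log2 signal of 7.42 ± 0.27 (SD, n = 6) in the TTA fed group and 6.37 ± 0.96 (SD, n = 6) in the control group, a log2FC of 1.05 (standard error 0.29, adjusted p = 0.0374). It lost its call with cyclic loess (0.68, adjusted p = 0.0646), among others, and kept it in 27 of 42 alternative settings.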

Malonyl-CoA is a potent inhibitor of CPT1 and thus crucial in regulating the transport of fatty acids into the mitochondria for catabolism. Malonyl-CoA decarboxylase has been reported to function as a positive regulator of cardiac fatty acid oxidation by decreasing the levels of the CPT1 inhibitor malonyl-CoA [34]. Thus, the results indicate increased fatty acid oxidation capacity in cardiac ventricles from TTA fed Atlantic salmon.

**Figure 3:**
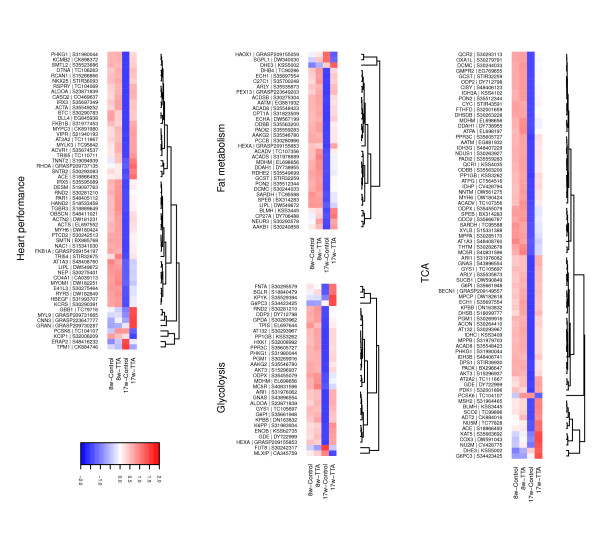
**Heatmaps of genes DE at *17.weeks.*** Unique genes from the different categories (Table 2). Columns display the mean log_2_ signal of the biological replicates (*n* = 6), rows display the genes (probe sets) showing DE. Rows were scaled and ordered by hierarchical clustering using euclidean distances (indicated by the dendrogram).

#### Glycolysis

The genes of the six GO terms that were grouped together contained almost entirely genes encoding enzymes or subunits participating in glycolysis. We found increased expression of *hexokinase 1* (*HXK1*), the phospho-fructokinases *aldolase A* (*ALDOA*) and *6-phosphofructokinase type C* (*K6PP*), *glycerol-3-phosphate dehydrogenase* (*GPDA/GAPDH*) and the pyruvate dehydrogenases *DLAT* and *OPDX*. 

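ALDOA had a log2 signal of 14.81 ± 0.72 (SD, n = 6) in the TTA fed group and 13.12 ± 1.12 (SD, n = 6) in the control group, a log2FC of 1.69 (standard error 0.39, adjusted p = 0.0257). GPDA had a signal of 8.11 ± 0.52 against 6.71 ± 1.01 (adjusted p = 0.0259), DLAT was higher by 1.77 (adjusted p = 0.0274), and all 6 TTA arrays were above the control mean in these 3 genes. Control replicates 2, 3 and 6 were above it too in each of them. The probe labelled ODPX in Fig. 3, which stands for the gene printed as OPDX, was missing on control replicates 1, 4 and 5. On the other 3 control arrays its signal was 5.29 ± 0.28 (SD, n = 3), against 5.95 ± 0.42 (SD, n = 6) in the TTA fed group, a log2FC of 0.66 (adjusted p = 0.0707), and it was not called. It was called when all spots were kept, with a log2FC of 2.26 (adjusted p = 0.036), when the slide was used as a block (adjusted p = 0.0462), and when the adjustment was made within the contrast (adjusted p = 0.0355). The labels of HXK1 and K6PP could not be read with certainty, and these genes were not analysed here.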

In accordance, we also observed an increased expression of *MLX-interacting protein* (*MLXIP*), which has been suggested to be an essential regulator of cellular glycolysis [35]. 

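The MLXIP probe in Fig. 3 (Omy#CA345759) had a log2 signal of 4.28 ± 0.34 (SD, n = 6) in the TTA fed group and 5.82 ± 1.53 (SD, n = 6) in the control group at 17.weeks, a log2FC of -1.54 (standard error 0.44, adjusted p = 0.0433). All 6 TTA arrays were below the control mean. Control replicates 2 and 3 read 3.87 and 4.09, and control replicates 1, 4, 5 and 6 read 7.39, 6.90, 6.98 and 5.69. With 1 array left out of the fit, the call was lost in 20 of the 24 cases. With all arrays, it was lost, among other settings, with the replicate number as a block (adjusted p = 0.0534), with cyclic loess (adjusted p = 0.0536), with normexp (adjusted p = 0.0662) and without the flag filter (adjusted p = 0.073). The call was kept in 16 of 42 alternative settings, and the log2FC was negative under every alternative that was run. Its size shrank to -0.205 with normexp and to -0.27 without control replicates 1, 4 and 5. On the slide with control replicates 2 and 3 the difference was -0.01.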

All of the genes showed increased transcription, therefore clearly indicating increased glycolysis in the hearts from TTA fed Atlantic salmon.

#### Tricarboxylic acid (TCA) cycle

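Of the TCA cycle genes, the isocitrate dehydrogenase subunits IDH3A, IDH3B and IDH3G are labelled in Fig. 3, and they were chosen here after their values were seen. The log2FC was 1.49 for IDH3A (adjusted p = 0.0257) and 1.70 for IDH3G (adjusted p = 0.0254), and IDH3B had a log2 signal of 10.34 ± 0.44 (SD, n = 6) against 8.94 ± 0.87 (SD, n = 6) (adjusted p = 0.0254), and 6 of 6 TTA arrays were above the control mean for each. Control replicates 2, 3 and 6 were above it too for each. On the slide with control replicates 2 and 3 the difference was 0.53 for IDH3A, 0.88 for IDH3B and 0.68 for IDH3G.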

As in the previously described categories, almost all of the genes in this category showed an increased expression. The proteins encoded by nearly all of the genes in this category are part of the TCA-cycle. For a graphical representation of the genes within the TCA cycle, see Additional file 4: Figure S2.

### qRT-PCR

To validate the microarray results, six genes were analyzed by qRT-PCR between the TTA and control fed group for the *8.weeks* and *17.weeks* samples, using the same RNA samples that were used in the microarray experiment. The results showed a significant correlation between the logFCs obtained by qRT-PCR and those obtained by microarray (Pearson correlation *r* = 0.8314; *p* = 0.0008; Figure 4).

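Only the array values of the 6 genes are given here. At 8.weeks the log2FC was 0.84 for ANGPTL4, 0.45 for ACADS, 0.24 for MYH6, 0.18 for Cpt1a, 0.12 for Nkx2.5 and 0.05 for GTR1, and ANGPTL4 was DE. At 17.weeks GTR1 had a log2FC of 1.91 (standard error 0.50, adjusted p = 0.0324) and ANGPTL4 one of 0.60 (standard error 0.24, adjusted p = 0.154), and 5 of the 6 genes were DE, ANGPTL4 being the exception. The array of each fish gives the spread behind these means. In GTR1 the control arrays read 5.37, 6.23 and 4.97 on replicates 1, 4 and 5 and 8.88 and 8.85 on replicates 2 and 3, while the TTA arrays read 8.61 to 9.62. Other probes are listed for 2 of the genes in Table 3. The one for MYH6 (Ssa#DW559270) had a log2FC of -0.86 (adjusted p = 0.233) at 17.weeks, opposite to the probe of Fig. 3, and turned to 0.16 without control replicates 1, 4 and 5. It was dim, with a mean log2 signal of 4.7 in the TTA fed group and 5.5 in the control group. The probe of Fig. 3 had 16.81 and 14.65. With normexp, the log2FC of the dim probe was -0.12, so its direction says little about the gene. The one for ANGL4 (Ssa#GRASP209147493) had a log2FC of 0.82 (adjusted p = 0.114). With 1 array left out, between 0 and 5 of the 6 genes were DE at 17.weeks, and none was without control replicate 1, 4 or 5 or TTA replicate 2, 3 or 6.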

**Figure 4:**
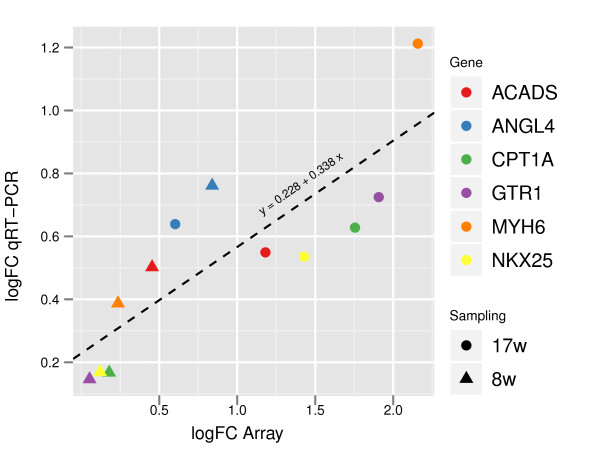
**qRT-PCR verification.** Comparison of the log_2_FC data for the two sampling points between Microarray and qRT-PCR measured samples. qRT-PCR data was normalized to the expression of the housekeeping gene EF1*α*. Pearson correlation; r = 0.8314, p = 0.0008. The dotted line indicates the linear regression line.

In addition, we measured the gene expression of the three PPAR subtypes *α*,*β* and *γ* in control and TTA fed Atlantic salmon in the four different tissues: Heart, muscle, liver and gut (pyloric caeca) from both sampling points (Figure 5A). Analyzing the expression levels using analysis of variance (ANOVA) showed that only the *PPARα*expression in the heart was significantly increased in the TTA group. The gene expression levels of PPAR*γ* in heart and muscle were too low to allow reliable quantification. Since the microarray data revealed quite clearly that TTA affected genes are involved in regulating the heart performance, we used qRT-PCR to measure the expression of the cardiac transcription factors *GATA4*, *Mef2C* and *osteonectin* (*Osx*). For all three transcription factors we observed a trend of higher mean transcription in the TTA group (Figure 5B), however, only *Mef2C* showed statistical significance.

**Figure 5:**
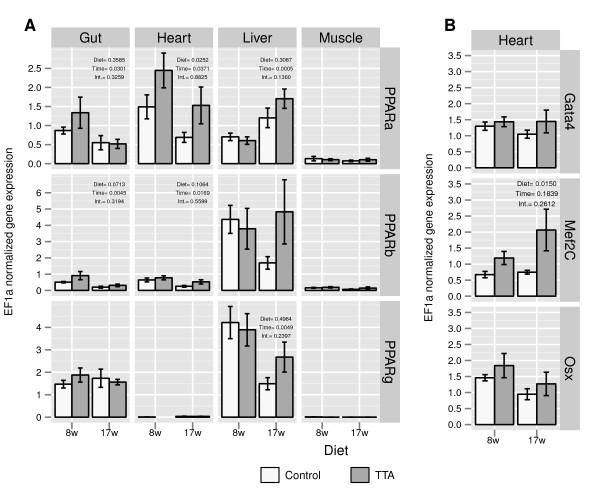
**Gene expression.A**: Expression of PPAR*α*, *β * and *γ * in Atlantic salmon fed TTA or a control diet. The different tissues liver, heart, muscle and gut were sampled at two sampling points (*8.weeks* and *17.weeks*). **B**: Cardiac expression of ***Gata4***, *Myocyte-specific enhancer factor 2C***(Mef2C)** and ***Nkx2.5*** in Atlantic salmon fed TTA or a control diet. Gene expression was normalized to the expression of the housekeeping gene EF1*α*. The *p*-values for the effects of Diet, Time and Interaction from the two way ANOVA are displayed in the upper right corner. Data are presented as means ± SEM, *n* = 6.

TTA has previously been reported to stimulate mitochondrial biogenesis in mammals [36]. In this study TTA had no effect on mitochondrial biogenesis as measured by the ratio of mt/nDNA (Figure 6). In the liver we found a significant interaction between dietary treatment and time for mitochondrial biogenesis.

**Figure 6:**
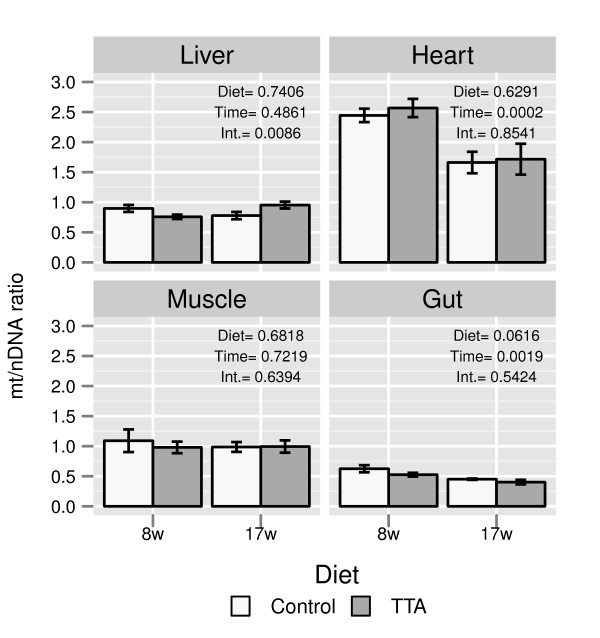
**Mitochondrial biogenesis.** Effect of feeding TTA on the ratio between mitochondrial and nuclear DNA in the different tissues. The p-values for the effects of Diet, Time and Interaction from the two way anova are displayed in the upper right corner. Data are presented as means ± SEM, *n* = 6.

## Discussion

In the present study we investigated the response of Atlantic salmon to TTA during the seawater phase. The results from our study show that feeding TTA had profound effects on the cardiac gene expression at sampling point *17.weeks*, 9 weeks after TTA feeding ended. The level of TTA applied in the study was, with 0.25%, lower than previous studies that have been conducted in Atlantic salmon (compare [1,6,37]). The mortality rates previously observed in Atlantic salmon in response to high TTA levels was not observed in this study.

Gene set over-representation of the transcription profile at *17.weeks* shows an increased capacity of fat catabolism, glycolysis and activity of the TCA cycle as well as cardiac contractility and cardiac hypertrophy. Overall, the results suggest a scenario where cardiac ventricles of TTA pre-fed fish are able to generate more energy via a TCA-cycle that is fueled by metabolites from fat catabolism and glycolysis. TTA functions as a ligand for all three PPAR subtypes [3,4], which have crucial functions in the transcriptional regulation of cardiac metabolism. In mice the transcriptional effects of TTA in the heart have been shown to be mediated almost exclusively via PPAR*α*[38]. Gain-of-function and loss-of-function mutations have shown that PPAR*α* is a crucial transcription factor in the cardiac metabolism, regulating mainly cardiac fatty acid uptake and oxidation [10,11]. Furthermore, activation of PPAR*α*has been demonstrated to shift cardiac energy utilization away from glucose and towards fatty acid oxidation, actually mimicking the cardiac phenotype observed in diabetic hearts [11]. Interestingly the cardiac phenotype of PPAR*β* differs from that of PPAR*α*, indicating that both transcription factors regulate, at least partly, different subsets of genes in the heart. PPAR*β* loss-of-function hearts suffer from myocardial lipid accumulation and cardiomyopathy [13]. Gain-of-function mutations on the other hand clearly show that PPAR*β* positively regulates cardiac glucose utilization [12], and also stimulates cardiac growth [39]. Thus, the significantly higher cardiac transcription of PPAR*α* and the elevated mean transcription of PPAR*β*/ in concert with the activation of their down-stream pathways, fat catabolism and the glycolysis pathway suggest that cardiac effects of TTA in Atlantic salmon are mediated by both PPAR*α* and PPAR*β*. Intriguingly, over-expression of a constitutively active form of PPAR*β*in murine skeletal muscle has been reported to mimic training-based muscle adaptation [40]. Hence, it has been speculated, in accordance with the results from PPAR*β* over-expression in mice [12], that PPAR*β*causes “physiological” cardiac hypertrophy [39].

Between the *8.weeks* and *17.weeks* sampling points, the hearts grew by a considerable portion in absolute and relative terms. The gene expression profile in hearts of TTA fed fish at *17.weeks* suggests that the cardiac growth of TTA fed fish is shifted towards “physiological” hypertrophy, which may translate to an increased cardiac output. This notion is supported by the expression profile found for the category “cardiac performance” at *17.weeks*, unanimously pointing to an increased cardiac contractility and also showing up-regulation of crucial cardiac transcription factors. In particular the higher transcription of the cardiac transcription factors Nkx2.5 and Mef2C can be regarded as markers for cardiac hypertrophy/growth. It has been demonstrated in mice that over-expression of Mef2C is sufficient to induce cardiac hypertrophy [41]. Furthermore, both Mef2C and Nkx2.5 have been shown, *in vitro*, to be regulated by PPAR*α* in cardiomyocytes [42].

It should also be noted that although we did not find significant differences in relative heart weight in this study, in other studies we found that TTA significantly increases heart size in Atlantic salmon [8,9], and that the effect seems to be correlated to the dose of TTA (Rørvik, unpublished data). Thus, it is tempting to speculate that the increase in relative heart weight may be related to the cardiac transcriptional changes induced by TTA. A “cardiac exercise” stimulating effect is of high relevance for salmonid aquaculture. Atlantic salmon, having a circulatory system that is naturally adapted to long migration routes and high activity, show alteration in cardiac morphology and a reduced relative heart weight in captivity [43]. In addition, circulatory failure has been identified as an important cause of mortality in salmon farming [44]. Thus, using TTA may be one way to support the cardiac performance of fish in captivity.

The highest tissue concentrations of TTA in Atlantic salmon, as well as in mice, can be found in the heart [1,45]. In accordance, the heart was also the tissue where the strongest transcriptional response of PPAR*α*was detected. The main transcriptional effects were found nine weeks after the TTA feeding stopped and where our data suggested that the cardiac tissue levels of TTA were neglectable. However, we have no information about the course of gene expression between both sampling points, thus it might very well be that the effects of sampling at *17.weeks* are the remains of earlier, stronger transcriptional effects. It is remarkable that a similar, delayed response in expression of lipid metabolism related genes to TTA has been observed in our previous Atlantic salmon studies [8,9], indicating a common underlying mechanism. It is possible that the delay in transcriptional response is caused by a common, yet unknown, mechanism.

## Conclusions

In conclusion, based on results from microarray analysis, this study demonstrates that TTA increases cardiac fatty acid oxidation and glycolysis as well as contractility and cardiac hypertrophy in Atlantic salmon. The gene expression profiles further favor a scenario of “physiological” hypertrophy in response to TTA. This increased cardiac efficiency may offer significant benefits in situations with increased oxygen demand.

## Methods

### Feeding trial

The experiment was conducted at Nofima Marin sea-water research station, Averøy, western Norway. Atlantic salmon used in this experiment were hatched at Nofima Marin research station (Sunndaløra, Norway) one year earlier (S1/1+ Salmon). The experiment started with the seawater transfer of the fish on the 15th of May 2007 and lasted until the 27th of September 2007. A randomized block design with triplicate seawater net-pens and 400 fish per pen (pen = 125 m^3^) was used for the experiment. Control and TTA diets (0.25% (w/w) TTA (Thia Medica, Norway)) were produced by Biomar (Biomar AS, Myre, Norway). Both TTA and control diets were fed to the fish until the 16th of July 2007, from this point until the end of the experiment only the control diet was fed to the fish. Low levels of TTA (0.25%) and a short feeding period were chosen in order to avoid negative TTA effects (mortality, altered kidney morphology [1,46]). TTA was fed for the first eight weeks after sea transfer, a period where the physiology of the salmon alters due to changing from a fresh to a saltwater environment; and we speculated that an increased capacity for energy utilization may be beneficial. Fish were sampled from the cages to represent the average fish weight for the cage. Sampling was done on the following dates: 16-18th of July 2007 (sampling point: *8.weeks*, end of the TTA feeding period) and 25-27th of September 2007 (sampling point: *17.weeks*). For each sampling point, fish were sampled for: heart ventricle, liver, muscle and gut (pyloric caeca). The tissue samples were snap frozen in liquid nitrogen and stored at -80°C.

### Fat analysis

Fat content in the muscle (Norwegian quality cut–NQC, Norwegian standard procedure - NS 9401 1994) was measured in pooled samples (10 fish) from each net pen as described in [47]. TTA was measured within the total cardiac lipids. For the analysis 10 ventricles from Atlantic salmon out of the same net pen were pooled. Total heart lipids were extracted with chloroform-methanol [48] and fatty acid methyl esters (FAME) were obtained by heating of lipids with methanol at 90°C/1 hour, where *H*_2_*SO*_4_ was used as a catalyst [49]. After extraction into an organic solvent, the FAME were analyzed by gas-liquid chromatography. A gas chromatograph GC 8000 TOP (Finnigan, USA) was equipped with a programmed temperature vaporization (PTV) injector, flame-ionization detector (FID), AS 800 autosampler and a fused silica capillary column coated with dimethylpolysiloxane stationary phase, DB1-ms (J & W Scientific, USA). Hydrogen was used as a carrier gas. Column temperature was programmed from 110 to 310°C with a gradient 2.5°C/min. The GC signal was acquired using Chromeleon software (Dionex, USA). Peaks were identified by means of known FA standards (Larodan Fine Chemicals, Sweden and Sigma-Aldrich, USA) and by means of mass spectra, obtained by GC/MS analysis (GCQ, Finnigan, USA) on the same column. An internal standard (C21:0) was used for quantitation after calibration with known mixtures of FA standards.

### RNA extraction

Two individual samples from each one of the 3 net-pens were samples for heart ventricle, liver, muscle and gut. The samples were randomly chosen (*n*=6 per dietary group and sampling point) and homogenized using a rotor tissue lyser (Precellys 24, Bertin technologies, France). Total RNA was extracted and purified using column purification (96 universal Tissue Kit, Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Traces of genomic DNA in the samples were eliminated by on-column-DNase digestion (Qiagen). RNA concentrations were measured for all samples using a NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific, Wilmington, USA). RNA quality for samples later used in the microarray was determined using a Agilent 2100 Bioanalyzer (RNA 6000 NanoLabChip, Agilent, Waldborn, Germany).

### Microarray hybridization

A customized oligo (60-mer) Atlantic salmon microarray in the 4x44K format (Agilent, [18]) was used to detect differential gene expression between samples from the heart ventricles of control and 0.25% TTA fed fish for the *8.weeks* and *17.weeks* sampling points. The array contained 21012 different probes spotted in duplicates. RNA samples from individual fish were hybridized to the microarray. 24 individual microarrays were performed using 12 fish (6 control and 6 TTA fish) at the 8 week sampling point, and similarly at the 17 week sampling point. All RNA samples used in the hybridization had RIN values ranging from 9.5 to 10. 500ng RNA were amplified and labeled with Cy3 using the Quick Amp Labeling Kit (One Color-Agilent). After purification the cRNA was quantified using NanoDrop. Subsequently 1.65*μ*g Cy-dye-labeled cRNA was fragmented (mean size, approximately 50-100 nucleotides) with fragmentation buffer (Agilent Technologies) at 60°C for 30 min; cRNA was subsequently hybridized to the microarray at 65°C for 17 h. All steps were conducted according to the Agilent protocol (One-Color Quick Amp Labeling, Version 5.7). The microarray chips were scanned using a Agilent Microarray Scanner (G2565CA) and analysis of the microarray images was done in Agilent’s Feature Extraction Software (Version 10.5.1.1) using the one-color (GE1_105_Dec08) protocol.

### Microarray analysis

Normalization and analysis of the data was performed in R/Bioconductor [50,51] using the “limma” package [20]. The background corrected fluorescence signals (gProcessedSignal) were obtained from Feature Extraction (Agilent). Spots were filtered according to the following criteria provided by Feature Extraction: gIsFound, gIsPosAndSignif and gIsWellAboveBG (a description of the parameters can be found in the Feature Extraction Software Reference Guide). The mean signal of the duplicated probes was calculated and all control spots together with probe sets showing more than three missing values were removed from the dataset. The data was subsequently normalized using quantile normalization in order to adjust the scale of intensities across arrays [52]. After normalization the signals were log_2_ transformed. The normalized/filtered dataset then contained 13166 probe sets (63% of the total). The raw and normalized data is publicly available at NCBI’s GEO repository ( http://www.ncbi.nlm.nih.gov/geo/, AccNr: **GSE25305**). Differential expression of probe sets was assessed by fitting a linear model, including the effects of feeding (2 levels: Control and TTA) and the effects of sampling point (2 levels: *8.weeks* and *17.weeks*) and their interaction. The specific comparisons: TTA *vs.* Control at sampling point *8.weeks* and TTA *vs.*Control at sampling point *17.weeks* were made by extracting the appropriate contrasts from the linear model. For each contrast moderated *t*-statistics were calculated using an empirical Bayes method [53]. Probes without annotation were removed from the dataset before controlling the false discovery rate [54] simultaneously across probe sets and contrasts (method: “ global” in the limma function “decideTests”). Probe sets with a *q*-value ≤ 0.05 and a log_2_FC ≥ 0.5 were declared DE for the corresponding contrast. A comprehensive list of all DE probes for each contrast can be found in Additional file 5: Table S3.

Probe annotation and GOs were retrieved using the top Blast function implemented in Blast2GO [55]. Full length probe sequences were blasted against protein sequences from the Swissprot database in a BlastX search. The E-value cut off was set to 10^−6^. Hypergeometric testing for over-representation of GO terms from the category biological process [25] among the genes DE for the contrast TTA *vs.*Control at the *17.weeks* sampling point was conducted using the GOstats package [26]. Before testing, probes matching to the same gene were collapsed to the probe showing the largest variance.

Correspondence analysis was conducted using the R package “made4” [56]. Probe sets with missing values were removed from the dataset prior to correspondence analysis.

### Quantitative RT-PCR

Single strand cDNA was synthesized from 500ng of total RNA using oligo dT primers and the Taq Man reverse transcription Kit (Applied Biosystems, CA, USA). qRT-PCR was performed on a Light-Cycler 480 (Roche, Switzerland). For the PCR reaction, 2x SYBR green I master Mix (Roche), 0.41nM of each primer and the cDNA template were mixed in a total reaction volume of 10*μ*l. Primer sequences are listed in Table 3. A three step PCR protocol with 45 cycles (15s 95°C, 15s 60°C, 15s 72°C) was used. To verify specific amplification, a melting curve analysis step was done at the end of the program. In order to verify the results obtained through the microarray experiment, the same 24 samples used in the array were used in a qRT-PCR approach. Six genes were then randomly picked and samples were analyzed in duplicates. The expression level was calculated using the standard curve method (Applied Biosystems User Bulletin 2). The standard curve was produced from a serial dilution of a pool consisting of all cDNA samples. The expression levels were standardized to the expression of the housekeeping gene *elongation factor 1α*(*EF1α*, [57]).

**Table 3:** qRT-PCR primer sequences

**Gene**	**Accession no.**	**Forward primer (3’ - 5’)**	**Reverse primer (5’ - 3’)**	
mt D Loop B (gDNA)	NC001960	CCCCTGAAAGCCGAATGTAA	CGACCTTGTTAGACTTCTTTGCTTG	
MyoD2 (gDNA)	AJ557150	CAGAGCCAGGATTACACTCGTTACA	GCATGTCGCTGGTGTTGAAG	
PPAR*α*	DQ294237	TCCTGGTGGCCTACGGATC	CGTTGAATTTCATGGCGAACT	
PPAR*β*	AJ416953	GAGACGGTCAGGGAGCTCAC	CCAGCAACCCGTCCTTGTT	
PPAR*γ*	AJ416951	CATTGTCAGCCTGTCCAGAC	TTGCAGCCCTCACAGACATG	
EF1*α*	AF321836	CACCACCGGCCATCTGATCTACAA	TCAGCAGCCTCCTTCTCGAACTTC	
MYH6	DW559270	CAGGTCCTCTATGTGCTGGTGTG	TCCTCATTGTAGTTGCTGTCCTCAC	
ANGL4	GRASP209147493	CCGTATGGGGGATGATGCTAA	GGTAGTATGCTGACGACTGACACCT	
GTR1	S30269700	GCCATGGATGTCCTACGTGA	CTCCGCTACATACGGGAAGG	
CPT1A	S31823509	TCCCACATCATCCCCTTCAACT	TGTCCCTGAAGTGAGCCAGCT	
ACADS	S31978689	CTGGGGAAGAAGGAGGACAAG	TCTAGAGCAGCCTGAGCAATACC	
NKX2.5	DW550500	CCCAGTACGTCCACACCCTT	GGAGGTCGGTAAGGCACAGT	
Mef2C	GU252207	CACCGTAACTCGCCTGGTCT	GCTTGCGGTTGCTGTTCATA	
GATA4	HM475152	TCTCCATTCGACAGCTCCGT	CATCGCTCCACAGTTCACACA	
Osx	FJ195614	ATTACTGAGGAGGAGCCCATCATT	CCTCATCCACCTCACACACCTT	

### mt/nDNA ratio

Genomic DNA was isolated from tissue samples from the same individuals as the ones used for the total RNA extraction (totally 96 samples, *n*=6). DNA was isolated using DNAeasy kit (Qiagen) according to the manual. The DNA quality for all samples was checked on a 1% agarose gel and concentration was measured using a NanoDrop Spectrophotometer. The MyoD gene (intron-exon spanning primers) and the mitochondrial D-loop were amplified by qRT-PCR. For the PCR reaction 1x SYBR green I master Mix (Roche), 0.41nM of each primer and the 6.4ng DNA template were mixed in a reaction volume of 10*μ*l. PCR amplification was conducted as described above. All reactions were run in duplicates. Absolute concentrations for mt- and nDNA samples were obtained using the standard curve method. The ratio was calculated by dividing the absolute mtDNA by the absolute nDNA concentration.

### Statistical analysis

All data are presented as means ± SEM with an *n* value as stated. The effect of dietary treatment on the production parameters and qRT-PCR were analyzed by 2-way analysis of variance (ANOVA), using dietary treatment and sampling point as fixed factors and block as a random factor. TTA effects on gene expression and mt/nDNA ratio were calculated using *EF1α*standardized expression values in a 2-way ANOVA with dietary treatment and time as fixed factors. Unless otherwise stated the statistical unit is the individual fish. All analyses were conducted using R [50], plots were produced using the R package ggplot [58] and the heatmaps were produced with the R package lattice/latticeExtra [59].

## Competing interests

The authors declare that they have no competing interests.

## Authors contributions

HT,KR and MT conceived the study and designed the experiment. RB provided the TTA measurements. FG conducted the lab experiment, data analysis and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Table S1. TTA measurements in the cardiac ventricles. Click here for file

Additional file 2 Figure S1. Overlap matrix of the genes from the 36 GO terms that were significantly over represented in TTA fed Atlantic salmon at sampling point *17.weeks*. Rows and columns are hierarchical clustered (indicated by the dendrogram) based on euclidean distance. Overlap is indicated by red color. Click here for file

Additional file 3 Table S2. Full list of DE genes associated to over-represented GO Biological processes terms at sampling point *17.weeks*. Click here for file

Additional file 4 Figure S2. KEGG Pathway diagram. Seven genes from the category TCA (Table 2) could be annotated to a KEGG Ontology (KO) using the program KAAS [60]. These 7 genes were highlighted (yellow/red) in the KEGG reference pathway: TCA-cycle (ko:00020). The genes were annotated to the following enzymes: Citrate synthase [EC:2.3.3.1] - 1 gene; Isocitrate dehydrogenase [EC:1.1.1.42] - 1 gene; Isocitrate dehydrogenase (NAD+) [EC:1.1.1.41] - 3 genes; Succinate dehydrogenase (ubiquinone) flavoprotein subunit [EC:1.3.5.1] - 1gene; and membrane anchor unit [EC:1.3.5.1] -1 gene. Click here for file

Additional file 5 Table S3. Full list of the DE genes after collapsing. **Column 1**: Probe ID; **Column 2**: log_2_FCs of the contrast TTA vs. Control for sampling point *8.weeks*; **Column 3**: log_2_FCs of the contrast TTA vs. Control for sampling point *17.weeks*; **Column 4-6**: Gene annotation: Gene name, gene symbol and e-value. **Column 7-8**: Significance of the corresponding gene for the corresponding contrast. **Column 9**: Joint between GeneID and Symbol, as used in the heatmaps. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

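Heart ventricle RNA of individual Atlantic salmon was measured on 24 one-colour arrays, 6 per diet and sampling point, in fish fed 0.25% TTA or a control diet. The deposited scanner files give, per spot, an intensity (gProcessedSignal) that the Feature Extraction software had corrected for background and trends on the array, with no normalization between arrays, and flags of 0 or 1. The deposited tables give log2 values that the authors had filtered and quantile-normalized across all 24 arrays. Samples were grouped by the diet and sampling point of their labels. The labels name the sampling points by other codes than the paper, and these were read as 8.weeks and 17.weeks by their order.

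The authors' filter was run again from the scanner files with the flags that the files of both sampling points hold. Spots that failed gIsPosAndSignif or gIsWellAboveBG were set to missing, the duplicate spots of a probe were averaged, control spots and probes with more than 3 missing values were removed, and the values were quantile-normalized with limma 3.58.1 in R 4.3.3 and log2-transformed. The 13166 probes left were those of the authors' tables, and the values differed by at most 5e-07. Between 59.3% and 84.7% of all probes passed the flags on an array, and signal close to background limits what dim probes can show.

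A linear model with 4 groups was fitted to all 24 arrays with limma, and contrasts were taken for TTA against control at each sampling point, for the diet by time interaction, and for 17.weeks against 8.weeks within each diet. Moderated statistics were adjusted by the Benjamini-Hochberg method over all present probes and both diet contrasts together, and within the contrast for the others. Probes with an adjusted p of 0.05 or less and an absolute log2FC of at least 0.5 were called DE. Missing values were left missing. Correspondence analysis used the log2 values of the 10488 complete probes. Single values were compared by exact permutation tests. Figures were drawn with matplotlib 3.10.9 and tables handled with data.table 1.17.8. The fit was tested on simulated data.

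Genes were given by a rule set before the data were examined: every gene the paper's results name for the arrays whose probe identifier, read from Table 3 or the labels of Figs. 2 and 3, is found exactly once in the files, and at each sampling point the 3 DE probes with the largest log2FC in each direction among those whose 6 TTA arrays lie on 1 side of the control mean, with at most 2 unnamed probes per direction. The isocitrate dehydrogenase subunits IDH3A, IDH3B and IDH3G, and the sixth probe given at 8.weeks fall outside this rule and were chosen after their values were seen. Where a gene had several probes, the one of the figure was used. Of the 31 genes tied to 17.weeks in this way, 29 were DE over all probes and 31 adjusted over the list alone, which is not independent evidence, since the study chose them on these arrays. None of the probe identifiers matched the reference gene list.

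Alternatives set before the data were examined were scaling to the 75th percentile, cyclic loess, quantile normalization and models within each sampling point, normexp background correction with an offset of 50, no flag filter, probes present on all arrays, outlier spots left out, the authors' values, the replicate number or the slide as a block, array weights, each array left out in turn, log2FC thresholds of 0 and 1, and adjustment within each contrast. Normexp used the median signal, since the mean signal is not in the files of 17.weeks. Alternatives added after the data were seen kept dim spots in the quantile normalization, left out the 3 arrays with the most missing probes, and removed each array's trend on the GC content of the probes. Neither the labels nor the paper say that replicate numbers pair arrays of the diets, and they were used as a block only as an alternative. Deviations of arrays with the same number correlated across probes by a mean r of -0.065 at 8.weeks and 0.23 at 17.weeks (exact permutation p = 0.762 and 0.0625, one-sided). The paper took more than 1 fish from each net-pen, and the diets were given to whole net-pens. Net-pens are not in the labels, so every test here takes the fish as independent, and its p can be too small. Gene annotation, GO terms, growth, qRT-PCR and DNA ratios were not analysed here.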

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

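In this part, the tests of labelled RNA, other tissue, swapped labels, array design and software were chosen only after the results were seen.

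Of 103 groups of 6 arrays and quantities in which the most distant array was compared with the other 5, 7 held an array far from the others, and about 5.2 would by chance. At 8.weeks, TTA replicate 1 had 190 missing probes, against 3 to 48 on the other TTA arrays, TTA replicate 4 had a mean log2 spike-in signal of 10.51, against 10.08 to 10.15, and control replicate 3 lay at 5.96 on the second component of the correspondence analysis, against -7.35 to -2.74 on the other control arrays. No explanation was tested for these 3 arrays. At 17.weeks, TTA replicate 1 was the lowest TTA array for MYH6 (16.13, others 16.78 to 17.09), MYBPC3 (11.89, others 12.86 to 13.35), Hsd17b4 (9.17, others 10.32 to 10.61) and IDH3G (9.05, others 9.84 to 10.16). The 4 values come from 1 array, so they are not independent observations. No explanation was tested for this array, and a difference between individual fish stays open.

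The paper gives no count of probes that changed between the sampling points. In the control group, 5098 of 13166 probes differed between 17.weeks and 8.weeks (1584 higher and 3514 lower at 17.weeks), and in the TTA fed group 3432 did (1684 higher and 1748 lower). The mean log2 spike-in signal, which does not depend on the fish, was higher at 17.weeks by 1.02. Array design, software version and scan day changed with the sampling point, so growth, season and the array batch cannot be told apart in these counts.

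The low signal of control replicates 1, 4 and 5 at 17.weeks (1541, 1648 and 1758 missing probes) was weighed against several explanations. A fault of the scanner or the wash of a whole array would lower the spike-in spots too. Their lowest mean log2 signal on these 3 arrays was 11.38, not below the 10.79 to 11.38 of the other arrays of 17.weeks, which argues against it. No TTA array of 17.weeks had more than 19 missing probes, which would also be so if fish with a low signal had been exchanged with others, so a swap of labels, a single wrong label and a swap with a sample from outside stay open. Less labelled RNA would lower nearly all probes, and from 1.55% to 2.67% of the present probes were brighter on these arrays than on all 6 TTA arrays, against 4.16% to 6.31% on the other control arrays. Whether less labelled RNA was part of the cause stays open. The methods give 1 amount of labelled RNA for all arrays and no amount measured on each array. A loss alike for all probes is taken out by quantile normalization. After it, from 43 to 91 probes on these arrays were still at least 4-fold above the highest TTA array. On the other control arrays 25, 3 and 2 probes were. These values argue against less labelled RNA as the only cause. Another tissue in the sample could raise such probes. It cannot be told apart from a response of the heart, because the annotation that the paper describes was not available here. No list of markers was drawn up. A state of these 3 fish that the labels do not give, and the diet, stay open as biological explanations and were not tested.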

How the results depend on the processing

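The alternatives that kept dim spots, left out the 3 arrays with the most missing probes or removed the GC trend, the use of gIsFound on the arrays of 8.weeks and leave-one-out for the correspondence analysis were chosen only after the results were seen; all other alternatives were set before the data were examined.

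The number of present probes stayed within 10488 and 16362, and that with the flag gIsFound also used at 8.weeks was 13049. The first 2 components of the correspondence analysis carried 64.9% on linear values and 48.9% without the flag filter, and 65.2% to 69.7% with 1 array left out; the cause was not tested.

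The 5 DE probes at 8.weeks became 2 under scaling to the 75th percentile, with cyclic loess, with probes present on all 24 arrays, with the GC trend removed and with the GC trend removed but the array median kept. They became 1 with normexp, 10 without the flag filter and 156 with array weights. They became 0 with a log2FC threshold of 1, with the adjustment within each contrast, within each sampling point in separate models, and without the 3 arrays with the most missing probes, against 126, 126, 542 and 221 probes with an unadjusted p under 0.05 in limma. With 1 array left out they ranged from 0 (without TTA replicate 4 of 8.weeks, among others) to 10 (without TTA replicate 5 of 8.weeks). The adjustment joins both sampling points, which is why the calls at 8.weeks fall away when adjusted alone; for the other settings the cause was not tested.

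The 1379 DE probes at 17.weeks stayed within 1.5 times that number under scaling to the 75th percentile (1297), cyclic loess (1424), all spots kept (1868), probes present on all arrays (1224), outlier spots left out (1387), the authors' values (1379), no log2FC threshold (1418) and GC trend removal (1054, and 1173 with the array median kept), and 929 of them had the same call under scaling to the 75th percentile. They became 385 with normexp, 824 with a log2FC threshold of 1, 2239 with the adjustment within each contrast, 2223 with the slide as a block and 4410 with array weights. None was left in separate models for each sampling point, where 2949 probes had an unadjusted p under 0.05 and the value became 0, or without the 3 arrays, where 1098 had and the value was 0. Dim spots kept gave 2028. With 1 array left out, the count ranged from 0 (without TTA replicate 3 or control replicate 1, 4 or 5 of 17.weeks) to 2990 (without control replicate 2). The thresholds act by construction; otherwise the cause was not tested. The adjusted p of the DE probes lay close to the threshold, with 99.2% of them above 0.025.

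The share higher in the TTA fed group, 89.3%, was 61.0% under scaling to the 75th percentile, 58.7% with cyclic loess, 95.6% with normexp, 74.0% without the flag filter, 67.2% with probes present on all arrays, 87.2% with the slide as a block, 82.4% with array weights, 91.3% with a log2FC threshold of 1, 86.0% with the adjustment within each contrast, 65.0% with dim spots kept, 67.4% with the GC trend removed and 81.7% with the array median kept. With 1 array left out it ranged from 83.2% (without TTA replicate 5 of 17.weeks) to 100% (without TTA replicate 2 of 17.weeks, where 5 probes were DE), and it has no value where no probe was DE. More DE probes were higher than lower under each of these.

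For the diet by time interaction, 4262 probes passed with array weights and 0 in every other setting in which it was run, with 2190 at an unadjusted p under 0.05 in limma; it was not run in separate models. The change from 8.weeks to 17.weeks stayed within 1.5 times, except with normexp (1893 in control and 1473 in TTA fed fish) and a log2FC threshold of 1 (2505 and 1518). Of the 6 qRT-PCR genes, 5 were DE at 17.weeks, 4 with normexp, without the flag filter and with the GC trend removed, 0 in separate models and 0 without the 3 arrays; with 1 array left out between 0 (without TTA replicate 2 of 17.weeks, among others) and 5 were. The cause was not tested.

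The 46 values of named genes include some that were not DE in the main fit. Such a value counts here as unchanged where it stayed not DE. So counted, 39 were unchanged under scaling to the 75th percentile, 39 with cyclic loess and 30 with normexp. In separate models 9 were unchanged and 37 lost their call, and without the 3 arrays 8 were unchanged and 37 lost their call. No DE call was left in either setting. Of 1104 values with 1 array left out, 779 were unchanged in this sense, 320 lost the call and 4 gained it. The direction turned in 1 of these, GTR1 at 8.weeks, not DE, at -0.0123 without control replicate 6 of 8.weeks (up to 0.159 without control replicate 1), and in the Table 3 probe of MYH6 at 17.weeks, at 0.164 without the 3 arrays. The cause was not tested.

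Neither the labels nor the paper say that replicate numbers pair fish, and the arrays do not settle it. Used as a block, they gave 4 DE probes at 8.weeks and 1316 at 17.weeks (90.7% higher). Of the 46 named values, 43 were unchanged, values that stayed not DE included, and 3 lost their call. Not run were annotated probes only, since the files give no annotation, and gIsFound alone, which the files of 17.weeks lack. Signal over background limits dim probes: from 59.3% to 84.7% of all probes passed the flags on an array.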

Differences from the paper's values

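No test in this part was chosen after the result was seen, except where this is said. No value that the paper states for the filter, the correspondence analysis or the number of DE probes differs by more than 1.5 times from the value computed here. The paper's number of DE probes at 17.weeks, 1198, counts annotated probes, and 1379 counts all probes.

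The paper's text states that MLXIP was higher in the TTA fed group. Its probe had a log2FC of -1.54 (adjusted p = 0.0433), and the heatmap of Fig. 3 likewise shows it lower. The paper states that every glycolysis gene was higher; of the 5 with a readable probe, 4 were higher and MLXIP was not.

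The paper gives the gene labelled ODPX in Fig. 3 as DE. It had a log2FC of 0.66 (adjusted p = 0.0707) and was not called. It was called with the adjustment within each contrast (adjusted p = 0.0355), the slide as a block (0.0462) and no flag filter (0.036), and, chosen after the values were seen, with dim spots kept (0.0161).

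For MYH6, the probe given in Table 3 had a log2FC of -0.86 (adjusted p = 0.233) at 17.weeks, opposite to the direction the paper states for the gene, while the probe in Fig. 3 had 2.16. The Table 3 probe was dim, with a mean log2 signal of 4.7 in the TTA fed group and 5.5 in the control group. Its direction therefore says little about the gene. The identifier given for NKX2.5 in Table 3 is not among the probes, and the probe in Fig. 3 was used.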

Other observations

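In this part, the setting with dim spots kept, the comparison with a slide batch, the tests of GC content, array position and the size of the differences, and the splits within slides were chosen only after the results were seen, but the fit with the slide as a block was not.

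The higher share among the DE probes at 17.weeks was weighed against technical explanations. With the dim spots kept in place before quantile normalization, 65% of the DE probes were higher, so setting dim spots to missing on dim control arrays may account for part of the excess. Each slide held 2 TTA and 2 control arrays, so a shift of a whole slide cancels in the difference between the diets. The slide as a block, with 2223 DE probes, therefore changes the spread more than the direction and is no test of a slide batch, and an effect of the slide that differs between the diets stays open. With the GC trend of each array removed, 67.4% were higher, and 81.7% with the array median kept; the versions of the correction differ, so a share of GC content in the excess cannot be told apart from other causes.

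At 17.weeks, all TTA arrays lay at even positions of their slides. The median difference of the higher DE probes was 0.305 on the slide with control replicates 2 and 3 and 2.03 on the slide with control replicates 1 and 5, although the positions were the same, but diet and position cannot be told apart within any slide. At 8.weeks, where both diets lay at both kinds of positions, even against odd positions gave 0 DE probes in limma and 590 with an unadjusted p under 0.05, and the log2 differences correlated with the effect at 17.weeks by r = 0.17.

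Leaving out control replicates 1, 4 and 5 left no DE probe, but other sets of arrays can do the same. Of 99 other sets of 3 arrays of 17.weeks, 42 left under 10% as many DE probes; among the 43 sets holding none of the 3 arrays, 8 did, and the count ranged from 0 to 4974, and among the 56 sets holding 1 or 2 of them, 34 did. At the same number of arrays, the count thus fell more often without one of these arrays, which argues against the number of arrays as the whole cause, while some sets without them lowered it as much. Whether their low signal or another difference of these fish is behind this cannot be told apart. The size of the differences gives more: the SD of the log2FC over all present probes was 0.561 with all arrays and 0.32 without the 3, the smallest of 220 sets of 3 (others 0.381 to 1.03), and 0.182 at 8.weeks. The low-signal arrays may therefore set much of the size of the differences at 17.weeks. For the 1231 higher DE probes, the median log2FC was 1.1 with all arrays and 0.346 without the 3, and 1.02 to 1.86 without any of 84 sets of 3 holding none of them; these probes were chosen for the difference, so this only describes them. An effect of the diet that differs between fish is an open biological explanation.

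Other splits of the same arrays into groups of 6 were fitted, 100 for each result, the real split included. As many DE probes as at 17.weeks were found in 6 of 100 splits, with a largest count of 3697, and as many as at 8.weeks in 43 of 100, so these splits do not exclude chance for either count. For the interaction, all 100 splits gave at least the real count of 0 by construction, which says nothing about chance. In splits made within the slides, 100 of 108 possible at each sampling point, with the slide as a block, as many DE probes as the 2223 at 17.weeks were found in 3 of 100 and as many as the 5 at 8.weeks in 68 of 100. The count at 17.weeks is thus rare among these splits, of which 2 others reached 2775 and 3117, but not among the splits that ignore the slides, so chance is not firmly excluded for it, and it is not excluded for the count at 8.weeks. Since the real split at 17.weeks is also the split by array position, this does not tell the diet from the position.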
